A study of Drosophila melanogaster with 18 samples.

How the data were processed

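The series holds 18 libraries from whole Drosophila melanogaster embryos collected at 25 °C from 0 to 1.5 h of age: 9 RNA libraries and 9 small RNA libraries. Each assay has 3 groups of 3 libraries. In GFP-MatKD, the control, mothers expressed a short hairpin RNA named for GFP, and in Piwi-MatKD_1 and Piwi-MatKD_2, a pair of knockdown lines with different maternal genotypes, they expressed one named for Piwi. This follows the maternal genotypes in the labels, which carry the driver of the hairpin. The growth protocol instead describes females with the hairpin crossed to males with the driver, so the cross is uncertain. Per the labels' protocols, RNA was taken up in TRIzol from whole embryos, RNA libraries were stranded and made with an mRNA kit, and small RNA of 20 to 30 nt was cut from a 15% gel, with the forward read alone being used. The series calls the RNA libraries total RNA-seq, so how RNA was selected for them is uncertain. The aligner, the counting program, the genome build, the annotation and the handling of reads with several matches are stated neither in the labels nor in the file headers.

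The RNA table as deposited by the authors holds a normalised read signal per gene or repeat element: in each library, 100% of the values above 0 were whole multiples of the smallest value, so each is a read count divided by 1 factor per library. Whole reads were recovered by dividing each column by its smallest value above 0. The implied factors equalled the median-ratio size factors computed from the recovered reads and ran from 0.262 to 2.58. The small RNA table as deposited holds expected counts per gene with no normalisation between libraries; from 20.1% to 42.7% of a library's entries were not whole numbers, as happens when a read is divided between several places. These expected counts were rounded to whole numbers before the model was fitted.

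The RNA table has 17768 FlyBase gene IDs and 226 repeat elements written as element, family and class; 17671 of the gene IDs were paired with a symbol. The small RNA table has 17773 gene IDs and no repeat elements; 17668 were paired with a symbol and 17630 with a biotype. Biotypes and the order of genes on a chromosome came from a RefSeq gene table of the assembly Release 6 plus ISO1 MT. Since the build behind the counts is not stated, no coordinates are given. Counting by strand is not stated either, so values of genes that overlap, lie antisense to each other, or have a near-identical copy are uncertain.

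Columns were matched to groups and replicate numbers through the labels. The 3 Piwi-MatKD_2 columns of the RNA table carry the numbers 1 to 3, but their names are also the labels of small RNA libraries, so they were matched to their group alone, and they are named by their read totals of 21.6, 8.5 and 73.0 M. The pairing by replicate number therefore comes from the labels' titles, and was used in the RNA table for GFP-MatKD and Piwi-MatKD_1 alone and in the small RNA table for all groups.

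The plan made before the data were examined was edgeR for tables of counts and limma for normalised values. The RNA table was planned for as either unit, and as a normalised signal it was tested with limma 3.58.1 (lmFit, eBayes with a trend) on log2(value + 1), over genes and repeat elements with a value of at least 1 in at least 3 libraries. The small RNA table was tested with edgeR 4.0.16 (quasi-likelihood, TMM factors, filterByExpr). All 9 libraries of an assay shared 1 estimate of the spread, and the group was the only term. Piwi-MatKD_1 and Piwi-MatKD_2 were each compared with GFP-MatKD, as were their mean and, as a test of the difference, Piwi-MatKD_2 with Piwi-MatKD_1. A feature passed at a Benjamini-Hochberg adjusted p under 0.05. Standard errors for edgeR were derived from its F statistic. R was version 4.3.3, and plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

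A list of 37 germ plasm and piRNA pathway genes and a list of 44 early zygotic genes were written before the data were examined; 36 and 43 of them were found in the table, and 36 and 42 were tested. For each list, the mean log2 level per library was compared by an exact two-sided permutation test, whose smallest possible p is 0.0238 for 6 against 3 libraries and 0.1 for 3 against 3, and listed genes past the threshold were counted with adjustment over the list and over all genes. Tests of the lists in each line alone and of repeat elements apart were not in the plan. The 36 proteasome subunit genes were chosen by symbol after the values were seen. Shares of small RNA biotypes were compared by the same exact test. The rule for naming features, also fixed beforehand, was piwi first, then per assay at most 5 higher and 5 lower features past the threshold in both lines in the same direction, with all 6 Piwi-MatKD libraries on one side of all 3 GFP-MatKD libraries, ranked by the smaller of both absolute log2 fold changes, and any listed gene past the threshold for the mean of both lines. Features named outside this rule are said to have been chosen after their values were seen.

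Both tests were run on simulated data with 200 features changed 4-fold. Limma recovered 100% of them among 11107 features tested, with 5.66% false calls among 212, and edgeR recovered 100% among 1920 features tested, with 3.86% false calls among 207. The simulated spread was fixed for all features, and only features above a minimum mean were changed, in both lines alike. Recovery was scored for the mean of both lines. It does not carry over to a single line or a larger spread: in Piwi-MatKD_2 the early zygotic gene gt, at a log2 fold change of -3.54, had an adjusted p of 0.121 in limma. For shares of reads in single libraries, 95% Wilson intervals are given. The smallest share that 3 reads can show was 4.11e-06% in the deepest RNA library and 3.52e-05% in the shallowest. Intervals and floors cover counting error only, since reads carried no molecular identifiers.

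The alternatives tried were other scalings, filters, pseudocounts and thresholds, the libraries of the compared groups alone, the replicate number as a block, DESeq2 1.42.0 on the small RNA counts, and leaving out each library in turn. After the data were seen, edgeR and DESeq2 on the recovered RNA reads, limma with array quality weights, and the block with the GFP-MatKD and Piwi-MatKD_1 RNA libraries alone were added. For results fitted across features, other splits of the libraries were also tested, at most 100 of them per result. No column of either table was left out.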

Results

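RNA and small RNA were sequenced from whole embryos in their first 1.5 h, to compare embryos of mothers depleted of Piwi, a protein of the Argonaute family that binds small RNAs, with embryos of control mothers. Each assay had 3 GFP-MatKD, 3 Piwi-MatKD_1 and 3 Piwi-MatKD_2 libraries. With M for counts scaled down by 1000000, the RNA libraries held 45.0, 16.5 and 32.9 M reads in GFP-MatKD and 61.2, 20.2 and 38.8 M in Piwi-MatKD_1, in the order of their replicate numbers, and 21.6, 8.5 and 73.0 M in Piwi-MatKD_2. The small RNA libraries held 2.95, 3.18 and 2.86 M expected counts in GFP-MatKD, 2.67, 2.34 and 2.29 M in Piwi-MatKD_1, and 1.88, 1.98 and 3.38 M in Piwi-MatKD_2. Spearman's rho between RNA libraries of a group, across 7476 genes and repeat elements, ran from 0.993 to 0.996 in GFP-MatKD, from 0.956 to 0.988 in Piwi-MatKD_1 and from 0.932 to 0.984 in Piwi-MatKD_2. Between small RNA libraries, across 974 features, it ran from 0.947 to 0.979 over the 3 groups. These values are across features, which are not independent replicates.

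The first comparison checked the labels through the targeted gene. In the RNA libraries, piwi (FBgn0004872) stood at 8748 ± 715 normalised reads (SD, n = 3) in GFP-MatKD, 355 ± 85.7 in Piwi-MatKD_1 and 305 ± 299 in Piwi-MatKD_2. The means of both knockdown lines were 4.06% and 3.49% of the GFP-MatKD mean. The 6 Piwi-MatKD libraries ran from 87.7 to 646 normalised reads, and the lowest GFP-MatKD library held 7963. The log2 fold change in limma was -4.65 (SE 0.59, adjusted p 0.0159) in Piwi-MatKD_1 and -5.32 (SE 0.59, adjusted p 0.00206) in Piwi-MatKD_2, and both lines did not differ from each other (-0.67, adjusted p 0.743). With the replicate number as a block, in the 6 libraries of GFP-MatKD and Piwi-MatKD_1, the log2 fold change was -4.65 with an adjusted p of 0.00604; over all alternatives for this line the adjusted p ran from 1.67e-13 to 0.133, and 7 of the 9 fits with a library left out did not pass. Libraries with the same number did not deviate together: their deviations had a mean correlation of -0.389 across features. In the small RNA libraries the direction was the opposite. Small RNA at piwi rose from 9.32 ± 2.85 CPM (counts scaled by library total and TMM factor) in GFP-MatKD to 348 ± 179 in Piwi-MatKD_1 and 1171 ± 86.6 in Piwi-MatKD_2.

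**Figure D1:**
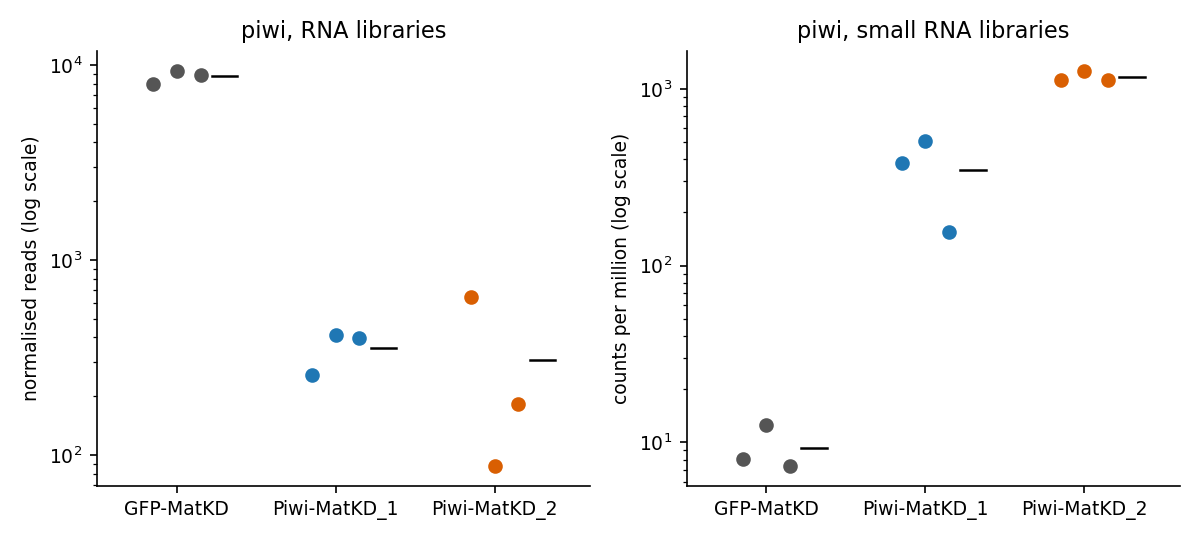
Levels of piwi per library, as normalised reads in the RNA libraries and as CPM in the small RNA libraries, both on log axes, with a bar at each group's mean. The 6 Piwi-MatKD RNA libraries lie between 87.7 and 646, below the GFP-MatKD libraries, whose mean is 8748, and in small RNA the order is reversed.

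The next comparison asked which transcripts differed in embryos of Piwi-depleted mothers. Of 10767 genes and repeat elements tested, 20 passed the threshold in Piwi-MatKD_1 (16 higher, 4 lower), 327 in Piwi-MatKD_2 (174 higher, 153 lower) and 77 for the mean of both lines (48 higher, 29 lower). At an unadjusted p under 0.05 the counts were 307, 1643 and 852. A feature can pass for the mean with a change in 1 line alone. Rpn1, chosen after its values were seen, did so (adjusted p 7.77e-04 in limma), with log2 fold changes of -0.08 in Piwi-MatKD_1 and -4.57 in Piwi-MatKD_2. Both lines shared 13 features in the same direction, of which 12 were higher and 1, piwi, was lower. The log2 fold changes of both lines correlated with r = 0.287 across features. Both comparisons use the same GFP-MatKD libraries, which alone can give a positive r, so it does not measure agreement between the lines. The count for Piwi-MatKD_2 was raised most by limma with array quality weights, to 1826, and that for Piwi-MatKD_1 by DESeq2 on the recovered reads, to 63. With the replicate number as a block, in the 6 libraries of GFP-MatKD and Piwi-MatKD_1, 3 features passed in Piwi-MatKD_1, where the pairing check gave a mean correlation of -0.389.

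The rule for naming features gave 5 that were higher in both lines. CG17068 (FBgn0031098) rose from 51.2 ± 37.7 normalised reads in GFP-MatKD to 2047 ± 568 in Piwi-MatKD_1 and 1977 ± 500 in Piwi-MatKD_2 (SD, n = 3 throughout), with log2 fold changes of 5.58 and 5.54. For l(2)41Ab (FBgn0262123) the means were 78.4 ± 25.0, 2365 ± 763 and 2493 ± 1112, and the log2 fold changes 4.89 and 4.92. The repeat element HETA, a telomeric element, rose from 231 ± 71.3 to 5230 ± 1076 and 4103 ± 1494, by log2 fold changes of 4.51 and 4.13. For prom (FBgn0259210) the means were 4.86 ± 3.34, 74.9 ± 19.7 and 80.5 ± 36.2, and the log2 fold changes 3.80 and 3.82. For CG30428 (FBgn0050428) they were 51.1 ± 12.0, 298 ± 101 and 484 ± 228, and 2.49 and 3.15. The adjusted p in limma for the mean of both lines was 0.00144 for CG17068, 5.02e-04 for l(2)41Ab, 3.58e-04 for HETA, 0.00733 for prom and 0.00647 for CG30428. For prom and CG30428, leaving out a GFP-MatKD library could raise it past 0.05. None of these features differed between both lines, with adjusted p from 0.498 for CG30428 to 0.998 for prom.

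Repeat elements were compared apart, since Piwi acts with small RNAs that match them; this was not in the plan and was added once the table was seen to hold them. Of the 207 repeat elements tested, 7 passed in Piwi-MatKD_1, all higher, and 21 passed in Piwi-MatKD_2, 16 higher and 5 lower. With adjustment over repeat elements alone, 18 passed in Piwi-MatKD_1, all higher, and 35 in Piwi-MatKD_2, 28 higher and 7 lower. Repeat elements made up 1.92% of the features tested and 35.0% of those past the threshold in Piwi-MatKD_1, 6.42% in Piwi-MatKD_2 and 16.9% for the mean of both lines. Their median log2 fold change was 0.24 in Piwi-MatKD_1 and 0.38 in Piwi-MatKD_2, against 0.01 and -0.04 for genes, and it stayed above 0 under quantile normalisation, library totals and edgeR's scaling. HETA, TART and the internal parts of Copia, Gypsy2 and Chimpo were higher in both lines, with log2 fold changes of 4.51, 2.45, 2.94, 2.55 and 1.71 in Piwi-MatKD_1 and of 4.13, 2.63, 2.29, 2.32 and 1.49 in Piwi-MatKD_2. Other entries of the same elements did not pass, and the long terminal repeat Gypsy2_LTR was at -0.77 in Piwi-MatKD_1 and 2.85 in Piwi-MatKD_2. With the replicate number as a block, in the 6 libraries of GFP-MatKD and Piwi-MatKD_1, 1 repeat element passed in Piwi-MatKD_1, with the same pairing check of -0.389. DESeq2 on the recovered reads raised these counts most, to 16 in Piwi-MatKD_1 and 43 in Piwi-MatKD_2.

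**Figure D2:**
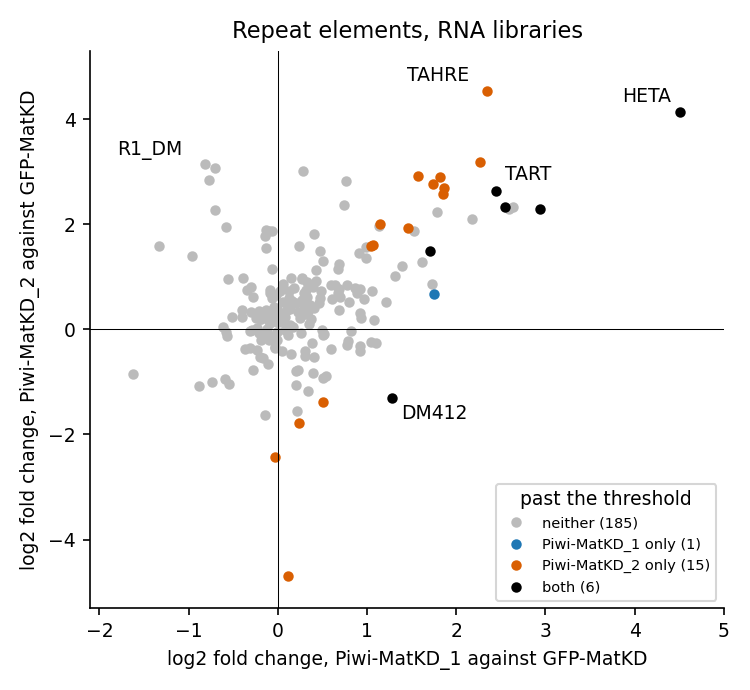
Log2 fold changes of the 207 repeat elements in the RNA libraries, Piwi-MatKD_1 on the horizontal and Piwi-MatKD_2 on the vertical axis, coloured by the line in which an element passed the threshold. HETA lies at 4.51 and 4.13, and DM412 at 1.28 and -1.30.

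The lines were then compared with each other, which tests whether their effects differed. Piwi-MatKD_2 differed from Piwi-MatKD_1 in 239 features, 130 higher and 109 lower (1527 at an unadjusted p under 0.05). With the libraries of these groups alone, 65 features passed. The features named here were chosen after their values were seen. Rpn1 (FBgn0028695) stood at 11305 ± 1008 normalised reads in GFP-MatKD, 10750 ± 1839 in Piwi-MatKD_1 and 484 ± 128 in Piwi-MatKD_2, and its difference between the lines was -4.49 on the log2 scale (SE 0.19, adjusted p 2.56e-05). Rpt6R (FBgn0039788) stood at 12.3 ± 7.62, 20.8 ± 2.93 and 3922 ± 1162, a difference of 7.45 (SE 0.52, adjusted p 2.12e-04). For hpRNA:CR18854 (FBgn0285991), a hairpin RNA gene, the means were 3872 ± 117, 5160 ± 662 and 38505 ± 10059, and the difference was 2.88 (SE 0.18, adjusted p 1.29e-04). Ctl2 (FBgn0039637) was lower in Piwi-MatKD_1 alone, with 3957 ± 89.7, 1502 ± 70.9 and 4284 ± 521 and a difference of 1.51 (SE 0.11, adjusted p 2.87e-04). Under the replicate block its log2 fold change in Piwi-MatKD_1 was -1.40 with an adjusted p of 0.101, the highest of its alternatives, which started at 2.13e-28; the pairing check was -0.389. The repeat element DM412 passed in both lines with opposite signs, at 1934 ± 155, 4729 ± 629 and 788 ± 126 normalised reads, with a difference of -2.59 (SE 0.16, adjusted p 1.29e-04). TAHRE, a telomeric element, rose from 123 ± 54.4 to 603 ± 144 and 2800 ± 1066, with a difference of 2.18 between the lines (SE 0.36, adjusted p 0.0160).

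The mean level of the 36 germ plasm and piRNA pathway genes was compared because the series is about primordial germ cells. It was 12.46 ± 0.04 on the log2 scale in GFP-MatKD (SD, n = 3) and 12.43 ± 0.18 over the 6 Piwi-MatKD libraries, a difference of -0.03 that was smaller than the spread between libraries (exact permutation p 0.762, 0.914 adjusted over 12 tests of lists). No listed gene passed over the list or over all genes, and 3 had an unadjusted p under 0.05. In Piwi-MatKD_2, 1 listed gene passed, higher, under quantile normalisation and 1 in edgeR on the recovered reads, and none under library totals. For the mean of both lines, 1 passed over the list without the Piwi-MatKD_2 library of 21.6 M reads. The 42 early zygotic genes, listed as genes that the embryo itself transcribes, served as a check of embryo age. Levels per gene do not show whether transcripts came from the embryo or from the mother. The highest levels of the list in GFP-MatKD were those of zld, Nin and hb, at 17323, 10698 and 8280 normalised reads. Their log2 fold changes in Piwi-MatKD_2 were 0.09, -0.53 and -0.19, and none passed over all genes. The mean level of the 42 genes was 7.81 ± 0.42 in GFP-MatKD, 7.47 ± 0.35 in Piwi-MatKD_1 and 5.36 ± 1.05 in Piwi-MatKD_2. The difference for the mean of both lines was -1.39 (exact permutation p 0.119, adjusted 0.286). In Piwi-MatKD_2 against GFP-MatKD it was -2.45 and in Piwi-MatKD_2 against Piwi-MatKD_1 it was -2.11, each with an exact permutation p of 0.1, the smallest that 3 against 3 libraries allow, and 0.286 adjusted. All 3 Piwi-MatKD_2 libraries lay below the other 6. For the mean of both lines, 1 listed gene, CG6885 (FBgn0036810), passed over all genes and 17 passed over the list, all lower. In Piwi-MatKD_2 alone, 13 and 38 passed, and in Piwi-MatKD_1 none did, with 1 at an unadjusted p under 0.05. CG6885 stood at 239 ± 55.3, 157 ± 78.0 and 28.9 ± 8.19 normalised reads, with a log2 fold change of -1.86 for the mean of both lines (SE 0.33, adjusted p 0.0460 in limma). The 36 proteasome subunit genes, chosen after the values were seen, had a mean level of 11.81 ± 0.07 in GFP-MatKD, 11.81 ± 0.21 in Piwi-MatKD_1 and 13.07 ± 0.36 in Piwi-MatKD_2. The difference of 1.26 in Piwi-MatKD_2 had an exact permutation p of 0.1, adjusted 0.286, and 34 of the 36 genes were higher.

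**Figure D3:**
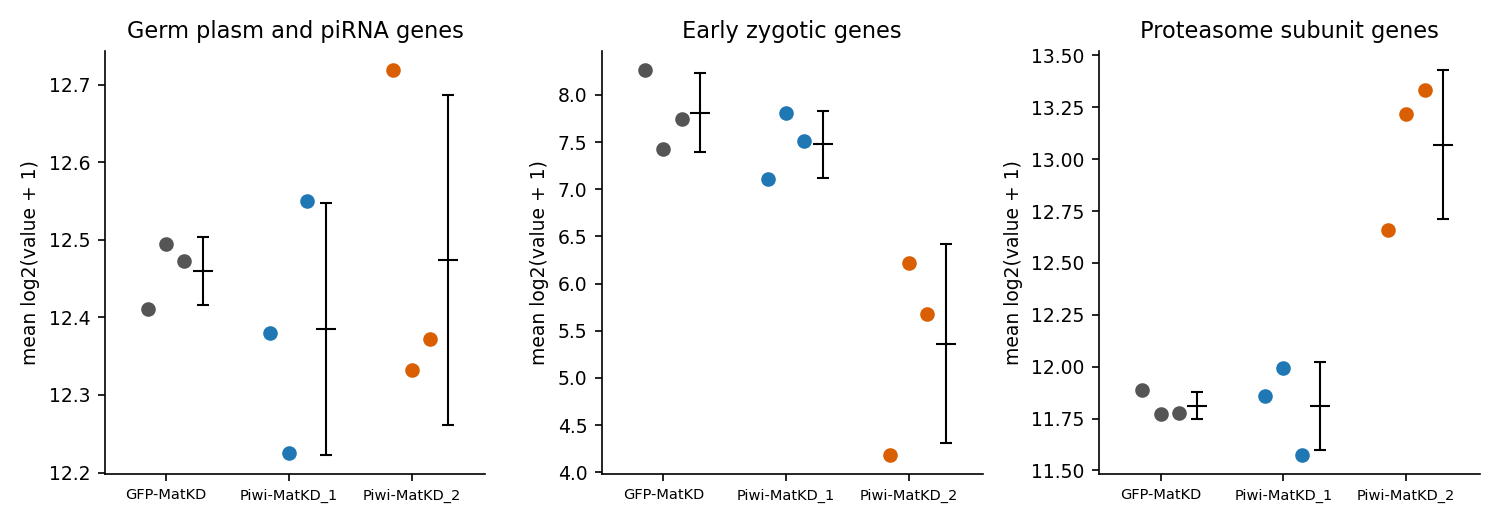
Mean log2(value + 1) of each gene list per RNA library, as points, with each group's mean and SD as bars. The 3 Piwi-MatKD_2 libraries lie below all others for early zygotic genes and above all others for proteasome subunit genes.

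The RNA libraries differed in their content of ribosomal RNA. Genes named as rRNA took 10.90% of the reads (95% Wilson interval 10.89 to 10.91) in the Piwi-MatKD_2 library of 21.6 M reads and 5.90% (5.89 to 5.92) in that of 8.5 M, but 0.3284% (0.3271 to 0.3297) in that of 73.0 M. The other 6 libraries ran from 0.182% to 0.535%. The repeat elements R1 and R2, named here after their values were seen, took 1.59% and 0.792% of the reads in the first pair of libraries and 0.0393% in the library of 73.0 M reads, within the GFP-MatKD range of 0.0369% to 0.0703%. Their log2 fold changes in Piwi-MatKD_2 were 3.06 (SE 1.17, adjusted p 0.248) and 3.15 (SE 1.15, adjusted p 0.224), so the difference did not exceed the spread between libraries. Ribosomal RNA content split the Piwi-MatKD_2 group itself, and the libraries with the higher content were all of that group, so no comparison of the lines could be made within them.

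**Figure D4:**
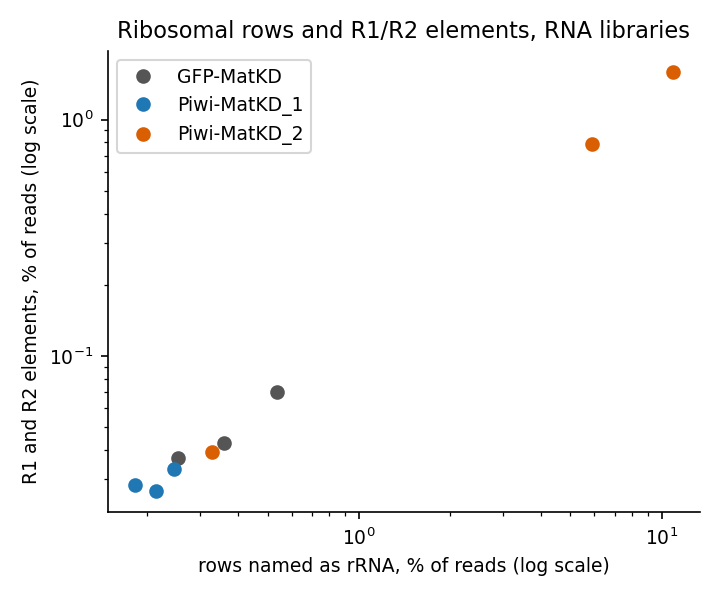
Share of reads at the R1 and R2 elements against the share at genes named as rRNA in the 9 RNA libraries, both in percent on log axes. A pair of Piwi-MatKD_2 libraries, at 10.90% and 5.90% rRNA, lies apart from the others, and the remaining Piwi-MatKD_2 library lies among them at 0.328%.

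The small RNA libraries were dominated by a few features. Myo81F, Pzl, lovit, WDY and Ppr-Y took 13.5%, 11.9%, 8.18%, 5.27% and 3.77% of all expected counts, and together from 41.3% to 43.4% of each library. The 262 microRNA genes in the table summed to between 0.33 and 2.89 expected counts per library, under the floor of 3 counts, so microRNA levels were not compared. Protein-coding genes took 94.9% ± 0.0356 of the counts in GFP-MatKD (SD, n = 3), 95.2% ± 0.0906 in Piwi-MatKD_1 and 95.5% ± 0.0309 in Piwi-MatKD_2. The mean of the 6 Piwi-MatKD libraries was 0.389 percentage points higher (exact permutation p 0.0238, the smallest possible, 0.0476 adjusted over 4 classes). A few features can move such a share, so it need not be a shift of the whole class. In Piwi-MatKD_2, small RNA at Haspin rose from 985 to 7051 CPM and at CG17493 from 2223 to 9130 CPM. Neither rise passed in Piwi-MatKD_1. The share of long non-coding RNA genes was 2.03% ± 0.0774, 1.79% ± 0.0693 and 1.76% ± 0.0470, and the change was -0.251 points (exact permutation p 0.0238, adjusted 0.0476). For antisense RNA genes and pseudogenes the changes were -0.0150 and -0.0868 points (exact permutation p 0.786 and 0.0952, adjusted 0.786 and 0.127).

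Of 2169 small RNA features tested with edgeR, 163 passed in Piwi-MatKD_1 (40 higher, 123 lower), 272 in Piwi-MatKD_2 (129 higher, 143 lower) and 243 for the mean of both lines (74 higher, 169 lower). Both lines shared 100 features in the same direction, 24 higher and 76 lower, and 3 features passed with opposite signs. The log2 fold changes correlated with r = 0.497 across features, which the shared GFP-MatKD libraries can again raise by themselves. Several of these features had near-identical counts: 27 of the 100 lay within 10% of another in every library, and they formed 80 groups. Among the other scalings, library totals in place of TMM factors moved the counts most, to 287, 408 and 402 for Piwi-MatKD_1, Piwi-MatKD_2 and the mean. With the replicate number as a block, 295, 294, 291 and 129 features passed in Piwi-MatKD_1, in Piwi-MatKD_2, for the mean and in both lines, and 246 differed between the lines. The pairing check gave mean correlations of 0.122 between GFP-MatKD and Piwi-MatKD_1 libraries of the same number, 0.258 between GFP-MatKD and Piwi-MatKD_2, and 0.404 between both lines.

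By the naming rule, corto (FBgn0010313) rose from 2.41 ± 1.11 CPM to 36.9 ± 3.84 in Piwi-MatKD_1 and 39.5 ± 5.96 in Piwi-MatKD_2, with log2 fold changes of 3.92 and 4.02 (adjusted p for the mean 5.67e-05). Small RNA at Jon99Fi (FBgn0039778) had at most 1 count in a GFP-MatKD library and was at least 6.43-fold higher in Piwi-MatKD_1 and at least 11-fold higher in Piwi-MatKD_2. The other features higher in both lines were prom, betaTub97EF and Abca3, with log2 fold changes of 3.25, 2.42 and 1.95 for the mean of both lines; prom had from 0 to 3.5 counts per GFP-MatKD library. CG32647 (FBgn0052647) fell from 79.9 ± 5.24 CPM to 10.5 ± 4.71 and 5.74 ± 1.22, with log2 fold changes of -2.93 and -3.82 (adjusted p for the mean 5.67e-05). Rab8 (FBgn0262518) fell from 34.0 ± 5.57 to 3.53 ± 1.88 and 2.57 ± 2.23, with log2 fold changes of -3.27 and -3.58. For CG34334, lncRNA:sphinx and CG9682 the log2 fold changes for the mean of both lines were -2.71, -2.64 and -2.93. The adjusted p for the mean of both lines over these named features ran from 5.67e-05 for corto to 0.0144 for Abca3. For Abca3, 2 of the 9 fits with a library left out did not pass.

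**Figure D5:**
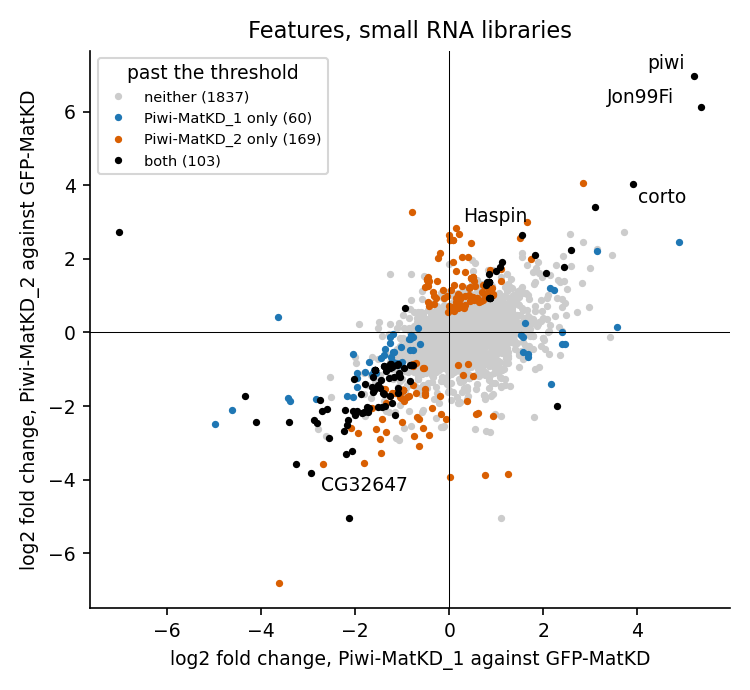
Log2 fold changes of the 2169 small RNA features tested, Piwi-MatKD_1 on the horizontal and Piwi-MatKD_2 on the vertical axis, coloured by the line in which a feature passed the threshold. Of these, 103 passed in both lines, piwi lies at 5.21 and 6.96, and CG32647 lies at -2.93 and -3.82.

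Small RNA differed between the lines at 117 features, 70 higher and 47 lower in Piwi-MatKD_2. Small RNA at piwi was higher in Piwi-MatKD_2 by 1.75 on the log2 scale (SE 0.35, adjusted p 0.0153), and by 1.35 with an adjusted p of 0.0692 under library totals. Haspin and CG17493 were chosen after their values were seen. Haspin (FBgn0046706) stood at 985 ± 133, 1094 ± 222 and 7051 ± 1624 CPM, a difference of 2.69 between the lines (SE 0.22, adjusted p 1.17e-04). CG17493 (FBgn0040010) stood at 2223 ± 185, 2698 ± 702 and 9130 ± 1984, a difference of 1.76 (SE 0.22, adjusted p 9.21e-04).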

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

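The tests of adjacent genes and of the library held out, and the counts over other splits of the libraries, were set before their results were seen; the other tests in this part, and the leaving out of overlapping genes, were chosen after the pattern was seen. The limits that decided some of those later tests were also set after their values were seen.

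RNA differed between the Piwi-MatKD lines at 239 features by the test of the difference itself. Of the 10 splits of these 6 libraries into groups of 3, 2 gave as many, the real one included. The other set Piwi-MatKD_1 replicates 1 and 3 and the Piwi-MatKD_2 library of 21.6 M reads against the rest. It gave 694, so these libraries also differed along a split that crosses the lines. Repeat elements other than R1 and R2 took 0.191%, 0.181% and 0.219% of the reads in that set, and 0.123%, 0.125% and 0.118% in the rest. What set them apart was not tested, and the RNA fits had no term for it. With 10 splits the share of splits cannot fall under 0.1, so grouping by chance cannot be ruled out. Ribosomal RNA content in a pair of Piwi-MatKD_2 libraries may contribute: of the 260 features called without the Piwi-MatKD_2 library of 73.0 M reads, 89.2% lay in the same direction in it, against 98.8% and 100% when each of the other Piwi-MatKD_2 libraries was held out, so this cannot be told apart either. The genetic background of the lines is another candidate explanation. Calls were not confined to a single chromosome arm: 39 of 1830 genes tested passed on 2L, 46 of 2175 on 2R, 48 of 2033 on 3L, 59 of 2508 on 3R and 39 of 1828 on X. Among called genes 21 adjacent pairs were found, against a mean of 5.13 in 10000 random sets matched on level (permutation p 1e-04, the smallest these can give). With overlapping genes left out, 7 pairs were found against 3.64 (permutation p 0.0721), so part of the excess may come from reads counted at both of a pair. In Piwi-MatKD_2 against GFP-MatKD, however, 18 pairs against 6.38 remained without overlapping genes (permutation p 1e-04, the smallest possible). The 7 pairs between the lines included Brd with Ocho (-3.07 and -3.37) and CG1835 with run (-2.28 and -2.03). Brd, Ocho and run are early zygotic genes, a list that was lower as a whole in Piwi-MatKD_2. The other pairs held no gene of that list. Adjacent pairs therefore do not single out the genetic background. Library scaling did not account for the number: under library totals 192 features passed, of which 177 were among the 239. It did change the balance of directions, from 130 higher and 109 lower to 70 and 122 under library totals and to 125 and 62 under quantile normalisation. A different loss of Piwi in each line was not seen in its RNA, where piwi did not differ between them (-0.67, adjusted p 0.743 in limma), and protein was not analysed here.

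Rpn1 (-4.49) and Rpt6R (7.45) were among the largest differences between the lines, and 34 of the 36 proteasome subunit genes were higher in Piwi-MatKD_2. Ribosomal RNA content did not account for it: in the Piwi-MatKD_2 library of 73.0 M reads the mean level of the subunits was 1.34 above the highest GFP-MatKD or Piwi-MatKD_1 library. The median log2 fold change of the list, 1.18, was at percentile 100 of 10000 random lists of the same size and level, whose highest was 0.19, though the list had been chosen for this pattern. Loss of Piwi as such did not account for it, since the mean level in Piwi-MatKD_1 differed from GFP-MatKD by -0.0023. Reads of Rpt6 counted at Rpt6R did not either, as Rpt6 rose by 1.13 only (adjusted p 5.86e-04 in limma), and the subunits were higher in Piwi-MatKD_2 under each scaling tried. A hypothesis is that Rpn1 is lowered in Piwi-MatKD_2 by its genetic background or its hairpin, and that other subunits rise in response. Rpt6R may be apart from this, since its neighbour CG9702 was also higher in Piwi-MatKD_2 than in Piwi-MatKD_1, by 4.72. Small RNA at Rpn1 reached at most 4.5 counts in a Piwi-MatKD_2 library and 8 in another library, which cannot settle it, since a hairpin that differs from Rpn1 in sequence might not be counted there.

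Ctl2 was lower in Piwi-MatKD_1 alone and differed between the lines by 1.51. Small RNA directed at Ctl2 in that line is a candidate explanation that could not be settled: its small RNA counts ran from 5.6 to 10 in Piwi-MatKD_1 libraries and reached 7.33 in the others. The genetic background of the line cannot be told apart from it.

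CG6885, an early zygotic gene, differed between the lines by -2.32. The mean level of the list it belongs to was also lower, by -2.11, with an exact permutation p of 0.1 (0.286 adjusted) that did not pass. Ribosomal RNA content did not account for it, since in the Piwi-MatKD_2 library of 73.0 M reads the list's mean level was -1.42 relative to the lowest GFP-MatKD or Piwi-MatKD_1 library. Younger embryos in the Piwi-MatKD_2 collections may account for it: the list's mean level was -2.11 in Piwi-MatKD_2 relative to Piwi-MatKD_1. Slower activation of the zygotic genome in that line would give the same values, so the age of the collections and an effect of the line cannot be told apart.

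DM412 was higher in Piwi-MatKD_1 and lower in Piwi-MatKD_2 than in GFP-MatKD, and differed between the lines by -2.59. Reads divided between related entries did not account for it, since the separate entry for the DM412B long terminal repeat moved in the same direction by -1.90 (adjusted p 0.0138 in limma). The number of copies of the element in each line might give such a difference with or without Piwi, and no genome sequence of the lines was used here, so the value of -2.59 cannot be told apart from it. TAHRE (2.18) and hpRNA:CR18854 (2.88) were also higher in Piwi-MatKD_2 than in Piwi-MatKD_1. Ribosomal RNA content did not account for these, since in the Piwi-MatKD_2 library of 73.0 M reads TAHRE stood at 2093 normalised reads and hpRNA:CR18854 at 33038, above all Piwi-MatKD_1 and GFP-MatKD libraries. This was looked at after the values were seen, and no other explanation was tested for this pair alone.

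Small RNA differed between the lines at 117 features by the test of the difference. Of the 4 splits of these libraries that part all same-numbered pairs, 1, the real one, gave as many and the others gave 0; other splits put same-numbered libraries on one side, and with 4 splits the share cannot fall under 0.05. Library scaling did not account for most of it, since 99 of the 117 were also past the threshold under library totals. Near-identical features did not account for most of it: 25 of the 117 had counts within 10% of another of them in every library, and the 117 formed 100 groups. Features that share only part of their reads are not found this way, so shared reads cannot be ruled out for the rest.

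Small RNA at piwi differed between the lines by 1.75. Under library totals the difference was 1.35 with an adjusted p of 0.0692, so most of it remained without passing the threshold, and library scaling cannot be ruled out as a part of it. Relative to library totals without TMM factors, the Piwi-MatKD_1 libraries ran from 181 to 654 CPM and the Piwi-MatKD_2 libraries from 838 to 1127. Reads of the hairpin RNA itself are a candidate explanation for the rise at piwi in both lines, and different hairpin levels for the 1.75, but counts per gene do not show where in the gene reads lie.

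Small RNA at Haspin (2.69) and CG17493 (1.76) was higher in Piwi-MatKD_2. Library scaling did not account for it: under library totals the log2 fold change of Haspin against GFP-MatKD was 2.57 (adjusted p 1.34e-06), and the differences between the lines were 2.30 for Haspin (adjusted p 3.24e-06) and 1.38 for CG17493 (adjusted p 3.26e-04). Reads shared between both genes may make them a single observation. Their gains over GFP-MatKD, relative to library totals without TMM factors, had a mean ratio of 1.10 (1.08 to 1.11 over the 3 Piwi-MatKD_2 libraries), close to but not at equal gains, and this cannot be told apart from a source in each.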

How the results depend on the processing

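Alternatives were chosen before the data were examined, except edgeR, DESeq2 and array quality weights on the RNA table and the block with only the GFP-MatKD and Piwi-MatKD_1 RNA libraries, which were chosen after seeing the data. Counts not printed for a setting stayed within 1.5 times the reported count, fits with a library left out aside. The cause was not tested for any change below.

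In the RNA libraries, an adjusted p under 0.01 left 9 features in Piwi-MatKD_1, 124 in Piwi-MatKD_2, 23 for the mean, 87 between the lines and 6 shared, with 3 and 13 repeat elements in Piwi-MatKD_1 and Piwi-MatKD_2. With only the libraries of the groups compared, 212 passed in Piwi-MatKD_2 and 65 between the lines. DESeq2 on the recovered reads gave 63, 811, 301, 670 and 43, in the order above, and 16 and 43 repeat elements. Of the reported calls, 20 of 20, 310 of 327, 75 of 77 and 226 of 239 were among them. edgeR on the recovered reads gave 19, 325, 83 and 247, of which 18, 291, 73 and 216 were among the reported calls. Array quality weights, which ran from 0.212 to 5.03, gave 1826 features in Piwi-MatKD_2, 403 for the mean and 40 repeat elements in Piwi-MatKD_2.

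The replicate block, with the GFP-MatKD and Piwi-MatKD_1 RNA libraries, gave 3 features and 1 repeat element in Piwi-MatKD_1, and piwi kept its log2 fold change of -4.65. No paired analysis was possible because the Piwi-MatKD_2 RNA columns, though numbered, carry labels of small RNA libraries and were matched to the group alone. This holds for the Piwi-MatKD_2, mean, shared and between-line RNA results, and for both gene lists in those comparisons. In Piwi-MatKD_1 against GFP-MatKD the lists could have been paired, but the block was not applied to them. In the small RNA libraries the block gave 295 features in Piwi-MatKD_1 and 246 between the lines.

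Across the 9 fits that each left out one RNA library, from 5 to 29 features passed in Piwi-MatKD_1, from 116 to 400 in Piwi-MatKD_2, from 15 to 147 for the mean, from 94 to 342 between the lines and from 4 to 19 in both lines. Repeat elements ran from 1 to 11 in Piwi-MatKD_1 and from 12 to 29 in Piwi-MatKD_2. The log2 fold change of piwi ran from -4.77 to -4.43 in Piwi-MatKD_1, where 7 of the 9 fits no longer passed, with adjusted p up to 0.133, and from -6.10 to -4.67 in Piwi-MatKD_2, where all passed. The difference of the germ plasm and piRNA list ran from -0.0878 to 0.0109 and changed sign without Piwi-MatKD_1 replicate 2 (0.0109). That of the early zygotic list ran from -1.67 to -0.95.

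In the small RNA libraries, library totals gave 287 features in Piwi-MatKD_1, 402 for the mean and 203 shared; DESeq2 gave 179 between the lines; a mean of at least 50 counts gave 171 shared; and an adjusted p under 0.01 gave 28, 101, 115, 39 and 15 in Piwi-MatKD_1, in Piwi-MatKD_2, for the mean, between the lines and shared. Across the 9 fits that each left out one library, from 47 to 172 passed in Piwi-MatKD_1, from 110 to 314 in Piwi-MatKD_2, from 112 to 263 for the mean, from 42 to 106 between the lines and from 25 to 94 in both. The change in the protein-coding share ran from 0.347 to 0.442 points and that of long non-coding RNA from -0.277 to -0.206; without a GFP-MatKD library the exact permutation p was 0.0714 for each, the smallest possible there not being under 0.05.

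Under library totals the median of all RNA features was -0.19 in Piwi-MatKD_2 and -0.21 between the lines, where -0.04 and -0.05 were reported, and the share of higher calls went from 53.2% to 35.5% and from 54.4% to 36.5%; quantile normalisation gave 66.8% between the lines. Array quality weights gave 42.7% higher in Piwi-MatKD_2 and 65.1% between the lines, and DESeq2 gave 58.7% in Piwi-MatKD_1, where 80% was reported. In small RNA the reported median was 0.13 in Piwi-MatKD_1, and library totals gave 0.26, -0.27 and -0.45 in Piwi-MatKD_1, in Piwi-MatKD_2 and between the lines. The share of higher calls there went from 24.5% to 36.6%, from 47.4% to 30.9% and from 59.8% to 38.2%. DESeq2 gave 60.2% in Piwi-MatKD_2 and 41.3% for the mean, where 47.4% and 30.5% were reported. The excess of lower over higher small RNA in Piwi-MatKD_2 thus flipped under DESeq2, and also under median-ratio size factors (129 higher and 125 lower, 50.8%).

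For the 30 other results, single features and counts over lists, 454 of 487 recomputed values kept their direction and side of the threshold, 15 became weaker, 4 became stronger, 14 counts moved and 0 reversed. CG6885 lost its side of the threshold in several, with adjusted p up to 0.325, and the early zygotic genes past the threshold over the list ran from 0 to 37 across settings. Some small RNA features had few counts: Jon99Fi had at most 1 count in a GFP-MatKD library, so its folds are lower bounds.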

Other observations

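The counts over other splits of the libraries and the test of genes with higher RNA and higher small RNA were set before their results were seen; the other tests in this part were chosen after.

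Other splits of the libraries were counted for each number of features past the threshold, each real split included. Where replicate numbers exist, only splits that part as many same-numbered pairs were used; the others put same-numbered libraries in one group. In RNA, 1 of 4 splits gave as many features as Piwi-MatKD_1 against GFP-MatKD (20), 1 of 10 as many as Piwi-MatKD_2 (327) and 1 of 8 as many as the mean of both lines (77), and for repeat elements the counts were 1 of 4 and 1 of 10. In small RNA, 1 of 4 gave as many for each line. None of these designs can give a share under 0.05. For features shared by both lines in RNA, 4 of 100 splits drawn from 372 gave at least 13, and the other 3 of them, with 24, 205 and 180 features, put at least 2 Piwi-MatKD_2 libraries in the place of the control. The share for these 13 was 4 in 100, but other groupings gave far more features, so grouping by chance cannot be ruled out for them. In small RNA, 1 of 100 splits drawn from 108 gave 100 shared features, the next giving 63, and for the mean of both lines, fitted as 1 group of 6, 1 of 27 splits gave 175, the next giving 68.

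The R1 and R2 elements were high in the same pair of Piwi-MatKD_2 libraries as ribosomal RNA. These elements insert into ribosomal RNA genes, and ribosomal RNA carried into the libraries is a candidate explanation: the number of R1 and R2 reads per ribosomal RNA read differed by 1.30-fold at most over the 9 libraries, while their share of all reads differed 59.8-fold. Loss of Piwi in that line did not account for it, since the share was 0.0393% in the Piwi-MatKD_2 library of 73.0 M reads, within the GFP-MatKD range. The data suggest a technical source.

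If loss of small RNA at a gene went with a rise of its RNA, genes higher in RNA would often be lower in small RNA. Of 1915 genes tested in both assays, 13 were higher in RNA for the mean of both lines. Of these, 3 (Jheh3, CG30428 and Cipc) were lower in small RNA, where 0.930 were expected by chance (Fisher's exact test, two-sided p 0.0603, the same after adjustment for 2 tests), which fails the threshold. That more RNA at a gene may go with more small RNA from it was tested the same way: 3 (IP3K1, prom and hpRNA:CR18854) were higher in both, where 0.428 were expected (Fisher's exact test, two-sided p 0.00767, adjusted 0.0153). The overlap rests on 3 genes, of which IP3K1 and hpRNA:CR18854 are neighbours and not independent, and reads of RNA fragments in the small RNA libraries would give the same. RNA of hpRNA:CR18854 passed in Piwi-MatKD_2 (log2 fold change 3.28) but not in Piwi-MatKD_1 (0.41), so the overlap does not stand for both lines.

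Small RNA at apt, chosen after its values were seen, varied within groups more than between them, at 2255 ± 2815, 8350 ± 6636 and 2635 ± 3763 CPM (SD, n = 3). A source of reads common to several features was tested: 18 of 973 other features correlated with apt above 0.9 over the 9 libraries, against a median of 60.5 for 100 features of similar level, so apt had no more such partners than they did. Those features lie in the same libraries and may share a source themselves, so this does not rule out a common source for apt and its 18 partners. In each group replicate 3 held the most, at 5458, 13365 and 6978 CPM, so the spread followed the replicate number in part; what these libraries had in common was not tested.

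The 262 microRNA genes held at most 2.89 expected counts in a library. Filtering of the small RNA reads by the authors is a candidate explanation, which the 2.89 counts alone cannot settle, since no step of that kind is stated in the labels.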
